A study of Ictalurus punctatus with 84 samples. Its data were reported in "Feed status and skin injury modulate immunopathology, global gene expression, and survival in channel catfish during virulent Aeromonas hydrophila infection" (2025).

How the data were processed

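RNA-seq counts were analysed for 84 libraries labelled as stomach of channel catfish (*Ictalurus punctatus*). By the methods of the study, fish were exposed in a bath to virulent *Aeromonas hydrophila* (vAh) or to sterile broth (mock). vAh is a bacterium that causes motile Aeromonas septicemia in farmed catfish. The design text deposited with the data differs in part on the route of challenge, and the methods are followed here. The labels gave 14 groups of 6 fish: 4 treatments, each with libraries of 2, 4 and 8 HPC (hours post-challenge), and 2 mock groups. FCF fish had the adipose fin clipped and were fed before the challenge, FCN fish were clipped and not fed, NCF fish were not clipped and fed, and NCN fish were neither clipped nor fed. Control1 was the clipped mock group and Control2 the mock group with intact fins. Both mock groups were labelled as fed and as 0 h, whereas the methods of the study place their sampling at 2 HPC. A comparison of FCN or NCN with a control therefore also compared fish that differed in feeding. Groups and replicate numbers came from the labels alone. The intestinal libraries of the study were not analysed here.

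Per the methods of the study, the authors prepared stranded mRNA libraries, sequenced them as paired reads on a NovaSeq X, trimmed the reads with Trimmomatic, aligned them with STAR in its 2-pass mode to the Coco_2.0 assembly and counted them with HTSeq (strand-specific, exon-based, union mode). Versions of these tools were not given in the sources used here. The authors deposited 1 table of raw counts, without normalization, with 63022 rows and 84 columns, and every column was matched to its sample by the name in the labels. Each row of the table was a transcript record and not a gene. Of the rows, 59187 were matched to a RefSeq gene of the same assembly by transcript accession, 1551 by symbol and 37 by locus tag, and 2247 were not matched. No total or unassigned row was present, and 36559 rows held 0 counts in every library.

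Counting transcripts in union mode affects the measurements, because a read that lies in an exon shared by several isoforms overlaps more than 1 record and is assigned to none. Among protein-coding genes, the 12718 with 1 transcript had a median total of 11940 counts over all libraries, and 5.3% of them had none. The 11231 genes with several transcripts had a median total of 14 counts, 35.4% of them had none, and together they held 2.0% of the coding counts. For such genes a count reflects only the reads unique to 1 isoform, and low or missing values are no evidence of low expression. Strand-specific counting separates antisense genes, while reads shared by near-identical paralogs remained uncertain.

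Library totals ranged from 21.6 to 99.3 M counts (median 30.4 M), and 11 libraries exceeded 50 M. No 2 libraries were identical. The smallest chi-square per degree of freedom between replicates of a group was 127.4, so that every pair differed by far more than counting noise and each library was used as a replicate. Intervals and floors cover counting error only, since PCR copies could not be removed from counts. Where a group had 0 counts over its 6 libraries, a fold was given as a lower bound against a floor of 3 counts over the group. A group with 1 to 3 counts was given as a ratio with its 95% counting interval.

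Differential expression was tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): filterByExpr, TMM scaling, and the quasi-likelihood F-test with robust estimation, fitted to only the 2 groups compared (24 libraries for the interaction of feeding and clipping). A transcript was called a differentially expressed gene (DEG) when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change over 2. Standard errors (SE) of log2 fold changes were derived from the F statistic. Tested were the 12 challenged groups against the control matched for clipping, the 2 controls against each other, feeding (not fed against fed) and clipping (clipped against not clipped) within each time, their interaction at each time, and 8 against 2 HPC within each treatment. An oxidative phosphorylation (OXPHOS) set, defined by symbols of subunits of the respiratory chain and ATP synthase, was tested with camera at its preset correlation in 18 comparisons, with fry beside it. The set value is the median log2 fold change, and p was adjusted over the comparisons of a family.

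These choices, the alternatives and the genes to be named were fixed before the data were examined, except where stated. Named genes were 24 genes taken from those that the study names, each as its most abundant transcript. They further included the 2 highest and 2 lowest transcripts by mean log2 fold change over the 3 times for each treatment, for feeding and for clipping, among DEGs of 1 direction at all 3 times with a mean of at least 1 CPM over all libraries and no overlap between the groups at any time. For the controls the same rule was applied to 1 comparison. Not every transcript that the rule selects is printed. CPM (counts scaled to a library total of 1 M, or mega) was computed from the deposited counts and library totals. Library scores were means of log2(CPM + 1) over the transcripts of a list with a mean count of at least 10.

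For 10 tissues and cell types, marker lists by symbol were fixed before the counts were opened. The gastric gland list was void, since 1 of its 16 symbols was in the reference and no transcript of it had a mean count of 10. The other lists were exocrine pancreas, intestinal epithelium, red blood cell, smooth muscle, skeletal muscle, liver, neutrophil, T cell and B cell. Principal components were computed with scikit-learn 1.9.0 on log2(CPM + 1) of the transcripts with a mean count of at least 10 over all libraries.

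The procedure was tested on simulated data, drawn for the real transcripts with 200 of them changed 4-fold. At the thresholds used, edgeR recovered 109 of the 200 (54.5%) with 4.39% false calls in a simulation of NCF at 2 HPC against Control2 (9063 transcripts), and 98 of the 200 (49.0%) with 3.92% false calls in one of Control1 against Control2 (9166 transcripts). DESeq2 1.42.0 gave 15.7% and 20.4% false calls in the same simulations.

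Alternatives were relative log expression (RLE) scaling, DESeq2, no filter, 1 model of all 84 libraries, the replicate number as a block, sums per gene, no fold change minimum, the other control or both controls, each control library left out in turn, and removal of 3 libraries whose label numbers lie outside the run of their group. Chosen after seeing the data were a covariate for the score of the intestinal list, one for the score of the smooth muscle list, and leaving out each challenged library in turn.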

Results

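RNA-seq counts were obtained for 84 stomach libraries of channel catfish, with 6 libraries in each of 14 groups. The groups were FCF, FCN, NCF and NCN at 2, 4 and 8 HPC, and the mock groups Control1 (fin clipped) and Control2 (not clipped). Library totals ranged from 21.6 to 99.3 M counts, with a median of 30.4 M. By group, the median total was lowest in FCN at 2 HPC (26.4 M, range 25.3 to 30.3) and highest in Control1 (56.95 M, range 21.6 to 98.2). Control2 totals ranged from 25.8 to 42.2 M. Smooth muscle actin (*acta2*) took 8.29% of all counts, and between 0.49% and 20.4% in single libraries. The 20 most abundant transcripts took 20.8% to 60.9% of the counts of a library.

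The first principal component held 31.1% of the variance, and its widest gap set 12 libraries apart from the other 72. These were replicates 1, 2, 4, 5 and 6 of Control1, replicate 2 of FCN at 2 HPC, replicate 1 of FCN at 4 HPC, replicates 1 and 3 of FCN at 8 HPC, and replicates 6, 2 and 3 of NCN at 2, 4 and 8 HPC, respectively. None of the libraries of fed challenged fish was among them. Transcripts of a list of intestinal epithelium genes were high in these libraries. The peptide transporter *slc15a1b* measured 1640 to 32597 CPM in the 12 and at most 63.5 CPM in the 72. Villin 1 (*vil1*) measured 226 to 1904 CPM against at most 2.1 CPM, and retinol binding protein 2a (*rbp2a*) 446 to 7238 CPM against at most 12.4 CPM. The transcription factor *cdx1a* measured 76.3 to 494 CPM against at most 7.34 CPM. Pepsinogen A (*pepa*) measured 0.11 to 111 CPM in the 5 Control1 libraries and 3061 CPM in replicate 3 of Control1. In the other 7 libraries it measured 397 to 1788 CPM, which overlaps with the range of the 72 (815 to 40230 CPM). All libraries were kept in their labelled groups, so that each comparison with Control1 below is a comparison with these libraries.

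**Figure D1:**
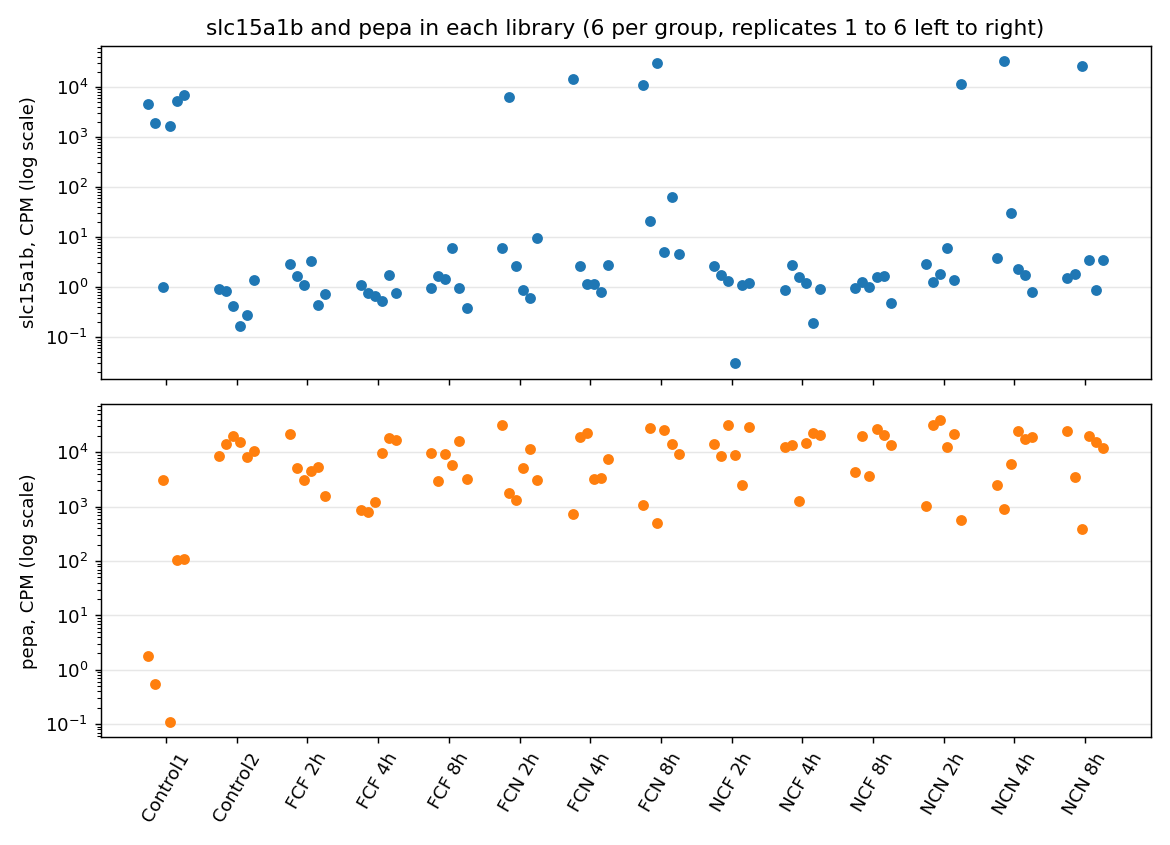
CPM of *slc15a1b* (upper panel) and of *pepa* (lower panel) on log axes in each of the 84 libraries, 6 per group with replicates from left to right. Of the 6 Control1 libraries, 5 lie at 1640 CPM of *slc15a1b* or above and replicate 3 lies at 0.99 CPM, whereas all Control2 libraries lie at or below 1.4 CPM.

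The mock groups were compared to determine how far the baselines differed. Of 9509 transcripts tested, 1844 were DEGs between Control1 and Control2, 1021 of them higher and 823 lower in Control1. Without replicate 3 of Control1 the number was 3041. Among the alternatives, the largest shift came with the score of the intestinal list as a covariate, a choice made after seeing the data, which left 0 DEGs with edgeR (1144 transcripts at an unadjusted p under 0.05). Except for replicate 3 of Control1, this score nearly coincides with the group, so that calls can be lost whatever the cause. Without the covariate, DESeq2 called 2408. The 7 tested transcripts of the intestinal list were all higher in Control1, with a median log2 fold change of 10.25 (camera adjusted p 1.93e-05), and the 6 of the neutrophil list were all lower, with a median of -1.88 (adjusted p 0.0215). By the naming rule, 446 transcripts qualified. The highest were the transcripts of *g6pc1a.2* (XM_017484432.3, chromosome 13, 7795276 to 7798785 of Coco_2.0) and *apoc1* (XM_017467864.3, chromosome 1, 8102821 to 8104324). *g6pc1a.2* had 799 ± 716 CPM (SD) in Control1, with 0.301 CPM in its lowest library, and 0 counts in Control2, so that it was at least 32700-fold higher. It did not pass the filter without replicate 2, 4, 5 or 6 of Control1. *apoc1* had 3750 ± 2020 CPM in Control1 and 0.112 ± 0.12 CPM in Control2 (log2 fold change 14.65 ± 1.91, SE; adjusted p 0.00109).

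The lowest transcripts in Control1 were those of *LOC108281062* (XM_053674135.1, chromosome 21, 7734622 to 7736990) and *LOC108273328* (XM_053684543.1, chromosome 12, 28851003 to 28866647). *LOC108281062* had 1 count in Control1 and 5619 counts in Control2, where it was 11000-fold higher (95% counting interval 1970 to 434000). Its level in Control2 was 29.5 ± 60.3 CPM (SD), with 151 CPM in replicate 4, and without that library the ratio was 2500 (447 to 98800). It was not tested without replicate 5 of Control2, since it then did not pass the filter. *LOC108273328* had 0.043 ± 0.067 CPM in Control1 and 13.6 ± 18.6 CPM in Control2 (log2 fold change -7.74 ± 1.38, SE; adjusted p 0.00269). It is a gene with 3 transcripts, and with counts summed per gene its difference was not called.

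The challenged groups were compared with the control matched for fin clipping to count the transcripts that differed in each treatment. FCF had 3127 DEGs at 2 HPC (1428 upregulated and 1699 downregulated), 3337 at 4 HPC (1481 and 1856) and 3214 at 8 HPC (1445 and 1769). FCN had 4424 DEGs at 2 HPC (2041 and 2383), 3950 at 4 HPC (1858 and 2092) and 3724 at 8 HPC (1850 and 1874). NCF had 200 DEGs at 2 HPC (62 and 138), 1258 at 4 HPC (556 and 702) and 1198 at 8 HPC (583 and 615). NCN had 2623 DEGs at 2 HPC (1256 and 1367), 2802 at 4 HPC (1342 and 1460) and 2452 at 8 HPC (1170 and 1282). Between 9442 and 10569 transcripts were tested in these comparisons. FCN and NCN differed from their control in feeding as well as in the challenge. For FCF and FCN the control was Control1, with high intestinal transcripts in 5 of its 6 libraries. Their counts therefore do not measure the response to vAh alone.

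The count of NCF at 2 HPC depended on single libraries. It was 114, 130 and 90 without replicates 4, 5 and 6 of Control2, and 68, 65, 747, 114 and 132 without replicates 1, 2, 3, 4 and 5 of NCF. Without replicate 4 of Control2, NCF at 8 HPC had 788 DEGs. The higher counts of clipped fish depended on the control used. Over the 6 comparisons of each kind, clipped fish gave 21776 DEGs and fish that were not clipped 10533 against their matched controls, a ratio of 2.07. When all groups were compared with Control1 the sums were 21776 and 21621 (ratio 1.01), and with Control2 they were 12978 and 10533 (ratio 1.23). Against both controls together the sums were 15176 and 13264 (ratio 1.14). These sums pool fed and unfed fish. Against Control2, FCF had 1463, 1590 and 1320 DEGs at 2, 4 and 8 HPC, and NCF had 200, 1258 and 1198. The alternative that moved the counts most was the covariate for the smooth muscle score, chosen after seeing the data, under which FCF had 1 DEG at 2 HPC and 1 at 4 HPC.

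**Figure D2:**
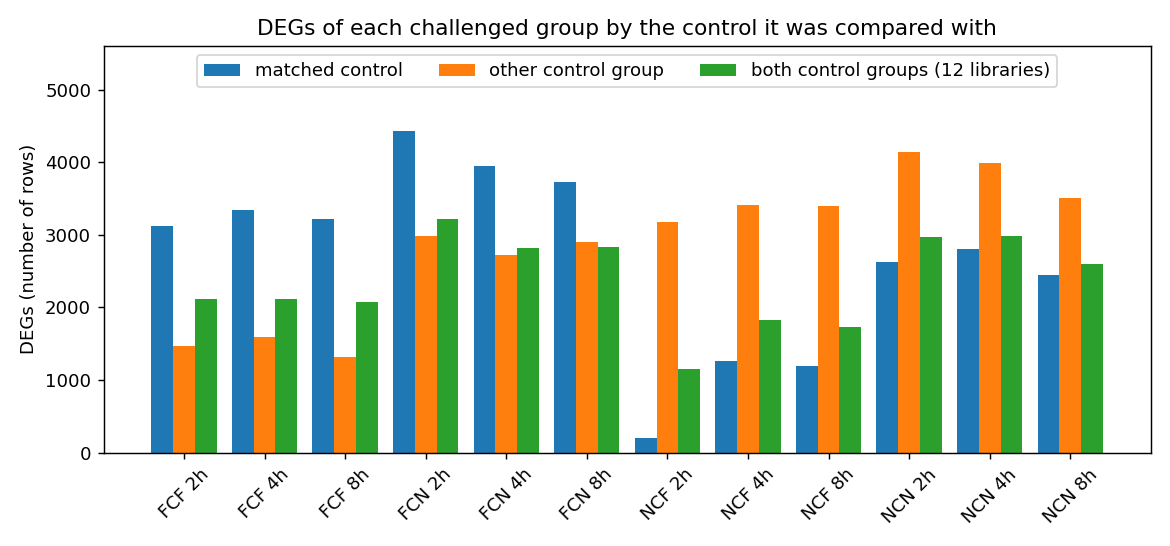
Number of DEGs (transcripts with adjusted p under 0.05 and fold change over 2) of the 12 challenged groups against the control matched for fin clipping, the other control and both controls together, as bars from 0. NCF at 2 HPC had 200 DEGs against Control2 and 3178 against Control1, and FCF at 2 HPC had 3127 against Control1 and 1463 against Control2.

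DEGs shared by all 3 times in the same direction numbered 2000 in FCF (805 upregulated and 1195 downregulated), 2692 in FCN (1203 and 1489), 80 in NCF (26 and 54) and 1609 in NCN (672 and 937). The 3 times share a control group, and how many of the shared DEGs come from this was not determined. Without replicate 3 of Control1 the shared number in FCF was 3130. In NCF it was 49, 32, 45 and 33 without replicates 3, 4, 5 and 6 of Control2. The alternative that moved these numbers most was the smooth muscle covariate, which left 0 shared DEGs in FCF.

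In FCF, 315 transcripts met the naming rule, which requires that no library of the challenged group overlaps with the control at any time. The highest was *egln3* (XM_017476257.3, chromosome 9, 17936911 to 17951068), with log2 fold changes of 6.32 ± 1.00 (SE), 5.73 ± 1.08 and 6.17 ± 1.06 at 2, 4 and 8 HPC (adjusted p 0.000725, 0.00144 and 0.00095). Its level in Control1 was 0.0834 ± 0.13 CPM (SD). The next was *zgc:66433* (XM_053682261.1, chromosome 8, 24613481 to 24646584), with 5.40 ± 1.08, 5.38 ± 0.98 and 5.73 ± 1.15 (adjusted p 0.00228, 0.00123 and 0.0022). Both have several annotated transcripts (2 and 5), and the values hold for the transcript given. Against Control2 or both controls, *zgc:66433* was not a DEG at all 3 times (mean log2 fold changes 1.91 and 2.78). The most downregulated was *LOC108260872* (XM_017461533.3, chromosome 29, 12575942 to 12578549), with -16.32 ± 2.36, -15.95 ± 2.19 and -15.28 ± 2.25 (adjusted p 0.000539, 0.000301 and 0.000487). It had 16800 ± 8890 CPM in Control1, with 3.45 CPM in its lowest library. *LOC108280792* (XM_017496203.3, chromosome 20, 6403992 to 6405865) had -14.20 ± 2.03, -14.75 ± 2.10 and -16.54 ± 2.13 (adjusted p 0.000536, 0.000358 and 0.000323), from 2120 ± 1620 CPM in Control1, where its lowest library had 0.558 CPM. At 8 HPC it had 4 counts in FCF, all from replicate 4, so that the size of the last value is not well determined. Without that library FCF had 0 counts and Control1 was at least 129000-fold higher. Against Control2, *LOC108260872* was not a DEG at all 3 times, with a mean log2 fold change of -2.45. With the intestinal or the smooth muscle covariate, none of these 4 transcripts was a DEG at all 3 times.

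In FCN, 1079 transcripts met the rule. *LOC108275687* (XM_053686321.1, chromosome 15, 9214263 to 9227479) had 1 count in Control1 and 598, 339 and 515 counts at 2, 4 and 8 HPC, ratios of 1310 (95% counting interval 234 to 51700), 637 (114 to 25200) and 896 (160 to 35400). It has 4 annotated transcripts. *LOC124628424* (XM_047157201.2, chromosome 1, 15092165 to 15094793) had log2 fold changes of 6.98 ± 1.58, 7.84 ± 1.78 and 7.68 ± 1.89 (SE; adjusted p 0.00332, 0.004 and 0.0065). All of its 115 counts in Control1 came from 1 library, and without replicate 3 Control1 had 0 counts, so that it was at least 3980-fold, 6800-fold and 6520-fold higher in FCN at 2, 4 and 8 HPC. Replicate 3 was the only Control1 library without high intestinal transcripts, so these bounds compare FCN with the 5 libraries that had them. Neither gene was a DEG at all 3 times against Control2 or both controls. Against Control2 the mean log2 fold changes were 2.19 for *LOC108275687* and 1.81 for *LOC124628424*. Among the downregulated transcripts was *snrpf* (NM_001201247.1, chromosome 7, 14300582 to 14304818), with -4.37 ± 0.49, -4.01 ± 0.48 and -3.83 ± 0.48 (adjusted p 1.48e-05, 4.57e-05 and 6.6e-05). Control1 had 153 ± 117 CPM (SD) of *snrpf*.

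In NCF, 33 transcripts met the rule, and only 1 of them was upregulated. This was *LOC108276837* (XR_006983871.2, chromosome 16, 8500262 to 8594255), with log2 fold changes of 5.26 ± 0.94 (SE), 4.65 ± 0.92 and 4.47 ± 1.02 (adjusted p 0.0109, 0.00497 and 0.0125) from 0.0671 ± 0.12 CPM (SD) in Control2. Of the 13 counts in Control2, 10 came from replicate 6, and without it 3 were left, with ratios of 131 (95% counting interval 44.7 to 640), 88.2 (30 to 429) and 69.4 (23.5 to 339). With the replicate block or the smooth muscle covariate, at least 1 of the 3 times in NCF was no longer called. It has 10 annotated transcripts. The same transcript was the highest in NCN, with 5.44 ± 0.95, 5.48 ± 1.00 and 6.14 ± 0.94 (adjusted p 0.000843, 0.000819 and 0.000429), and ratios of 144 (48.9 to 699), 158 (53.9 to 768) and 283 (96.5 to 1370) without replicate 6 of Control2. Downregulated in NCF were *LOC108275325* (XM_017486079.3, chromosome 14, 5463859 to 5533335), with -4.69 ± 0.43, -5.01 ± 0.45 and -2.21 ± 0.43 (adjusted p 0.000147, 3.86e-05 and 0.00629), and *cryabb* (XM_017459425.3, chromosome 28, 3372708 to 3375559), with -3.55 ± 0.52, -3.52 ± 0.68 and -3.89 ± 0.53 (adjusted p 0.00448, 0.00495 and 0.00126). Control2 had 7580 ± 2630 CPM of the former and 50.6 ± 21 CPM of the latter. Against Control1 or both controls, none of these 3 transcripts was a DEG at all 3 times in NCF, and neither was *LOC108276837* in NCN against Control1.

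In NCN, 464 transcripts met the rule. After *LOC108276837*, the highest was *fbxo32* (NM_001201308.2, chromosome 1, 6713801 to 6720059), which rose from 4.58 ± 3.48 CPM (SD) in Control2 to 143 ± 72.1, 424 ± 232 and 303 ± 225 CPM. Its log2 fold changes were 4.89 ± 0.58 (SE), 6.28 ± 0.60 and 5.74 ± 0.71 (adjusted p 8.56e-05, 8.33e-06 and 0.000109). The lowest were *hspb9l* (XM_017493284.3, chromosome 18, 20764008 to 20764966), with -8.59 ± 1.03, -6.86 ± 1.35 and -9.51 ± 1.26 (adjusted p 0.00011, 0.00211 and 0.000281), and *ccdc80l2* (XM_017491871.3, chromosome 18, 20371947 to 20377546), with -6.40 ± 1.22, -6.80 ± 0.92 and -10.12 ± 0.88 (adjusted p 0.00202, 0.000139 and 1.66e-05). The value of *ccdc80l2* at 8 HPC rests on 10 counts in NCN, 8 of them from replicate 5, and without that library 2 were left and Control2 was 4380-fold higher (95% counting interval 1210 to 36200). Control2 had 50.8 ± 49.6 and 58.7 ± 32 CPM of these transcripts, respectively.

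The effect of feeding was compared between challenged fish of the same clipping status and time, so that no control entered. In clipped fish, FCN differed from FCF by 1573 DEGs at 2 HPC (809 higher and 764 lower in FCN), 1012 at 4 HPC (480 and 532) and 745 at 8 HPC (374 and 371). In fish that were not clipped, NCN differed from NCF by 999 DEGs at 2 HPC (505 and 494), 738 at 4 HPC (302 and 436) and 302 at 8 HPC (108 and 194). As a ratio, the alternative that moved a count most was the replicate block, with 65 DEGs between FCN and FCF at 8 HPC, although the replicate numbers did not pair the fish. In number of DEGs, leaving out the fold change minimum moved a count by more, from 1573 to 2561 between FCN and FCF at 2 HPC.

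In clipped fish, 27 transcripts met the naming rule for feeding. Higher in FCN than in FCF were *mrc1b* (XM_017473252.2, chromosome 7, 6380404 to 6403720), with log2 fold changes of 6.14 ± 0.92 (SE), 3.71 ± 0.54 and 2.51 ± 0.34 (adjusted p 0.000743, 0.00248 and 0.00355), and *c4b* (XM_017471217.3, chromosome 1, 13557630 to 13587726), with 3.85 ± 0.58, 4.14 ± 0.49 and 3.37 ± 0.77 (adjusted p 0.000787, 0.00139 and 0.021). Lower in FCN were *pdia6* (NM_001278803.1, chromosome 25, 2345878 to 2352723), with -1.74 ± 0.18, -1.87 ± 0.24 and -2.27 ± 0.30 (adjusted p 0.000129, 0.00142 and 0.00311), and *fbln1* (XM_017486112.3, chromosome 14, 20818421 to 20848614, 3 transcripts), with -1.88 ± 0.31, -2.02 ± 0.32 and -1.90 ± 0.44 (adjusted p 0.00137, 0.00326 and 0.0215). In fish that were not clipped, 15 transcripts met the rule. Higher in NCN than in NCF were *LOC124627741* (XR_006982303.2, chromosome 3, 29033 to 35423), with 2.63 ± 0.66, 3.42 ± 1.03 and 4.61 ± 0.92 (adjusted p 0.0197, 0.0401 and 0.0163), and *LOC108260381* (XM_017460641.3, chromosome 28, 4760866 to 4772292), with 3.52 ± 0.59, 2.03 ± 0.43 and 1.32 ± 0.33 (adjusted p 0.0031, 0.00693 and 0.045). Lower in NCN were *pgd* (XM_017487758.3, chromosome 15, 19516590 to 19525013), with -1.84 ± 0.26, -2.80 ± 0.42 and -3.59 ± 0.33 (adjusted p 0.00132, 0.00102 and 0.000315), and *arf5* (NM_001201269.1, chromosome 4, 454629 to 457795), with -2.38 ± 0.29, -2.32 ± 0.28 and -1.54 ± 0.30 (adjusted p 0.000774, 0.000485 and 0.0129). Without a filter, *c4b*, *LOC124627741* and *LOC108260381* were not DEGs at all 3 times, nor were *LOC124627741* and *LOC108260381* in the single model of all libraries. Without replicate 1 of NCF at 4 HPC, 1 of the 3 libraries with label numbers out of run, *LOC124627741* was not a DEG at all 3 times (mean 3.48). With either covariate, *c4b* and *fbln1* were not. With the replicate block, *c4b*, *fbln1*, *LOC124627741*, *LOC108260381* and *arf5* were not.

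The effect of clipping was compared between challenged fish of the same feeding status and time. FCF differed from NCF by 43 DEGs at 2 HPC (9 higher and 34 lower in FCF). No DEG was found with edgeR at 4 and 8 HPC, where 2115 and 1579 transcripts had an unadjusted p under 0.05 and DESeq2 called 500 and 344. In a simulation of FCF against NCF at 4 HPC on 9642 transcripts, 7.5% of the DESeq2 calls were false, against 1.59% with edgeR. FCN did not differ from NCN by any DEG with edgeR at 2, 4 or 8 HPC, where 805, 236 and 222 transcripts had an unadjusted p under 0.05 and DESeq2 called 15, 0 and 1. No transcript met the naming rule for clipping. Between FCF and NCF at 2 HPC, the replicate block and the smooth muscle covariate left 0 DEGs with edgeR (1509 and 1259 transcripts at an unadjusted p under 0.05), whereas DESeq2, without them, called 589. The single model of all 84 libraries gave 433, 112 and 321 DEGs between FCF and NCF at 2, 4 and 8 HPC.

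Whether feeding acted differently in clipped fish was tested as an interaction. At 2 HPC 2 of 11321 transcripts were DEGs, and both are named here after their values were seen. For *LOC108260692* (XM_053677673.1, chromosome 29, 458599 to 463350) the interaction was -3.77 ± 0.63 (log2, SE; adjusted p 0.0355), with a difference between unfed and fed fish of -0.76 in clipped and 2.99 in not clipped fish. For *rsrp1* (XM_017463792.3, chromosome 3, 2976997 to 2981242) it was -2.93 ± 0.51 (adjusted p 0.0373), with -1.34 and 1.58. At 4 and 8 HPC edgeR found no DEG, with 1202 and 1057 transcripts at an unadjusted p under 0.05 and 86 and 50 DESeq2 calls. At 2 HPC DESeq2 called 80.

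Change over time was compared between 8 and 2 HPC within each treatment. FCN had 650 DEGs (310 higher and 340 lower at 8 HPC), NCF 557 (319 and 238) and NCN 71 (29 and 42). FCF had no DEG with edgeR, with 1145 transcripts at an unadjusted p under 0.05 and 66 DESeq2 calls. Whether the change over time differed between treatments was not tested. DESeq2 moved the count of FCF most. Among the other treatments the replicate block moved a count most as a ratio, to 3 DEGs in NCN. In number of DEGs, DESeq2 moved the count of FCN by more, from 650 to 1108.

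The OXPHOS set was lower in challenged fish than in the matched control in all 12 comparisons, with 58 to 61 of 60 to 63 transcripts lower. Its median log2 fold change was -1.54, -1.37 and -1.74 in FCF at 2, 4 and 8 HPC, -2.32, -2.17 and -2.28 in FCN, -1.20, -1.27 and -1.22 in NCF, and -1.86, -1.77 and -1.75 in NCN. The adjusted p of camera lay between 6.05e-25 and 1.6e-16, and fry called the set in all 12 (largest adjusted p 0.00716). The OXPHOS score was 7.09 ± 0.47 (SD) in Control1 and 6.46 ± 0.23 in Control2. Each clipped challenged library (at most 6.365) lay below each Control1 library (at least 6.521), and each challenged library that was not clipped (at most 5.839) lay below each Control2 library (at least 6.173). The set was also lower in unfed than in fed fish, with medians of -0.70, -0.83 and -0.42 for FCN against FCF and -0.54, -0.41 and -0.50 for NCN against NCF. The largest camera adjusted p of these 6 was 7.25e-07. Under fry 5 of the 6 were called, and NCN against NCF at 2 HPC was not (adjusted p 0.144). The alternative that moved the set most was the other control, with a median of -0.75 for FCF at 4 HPC against Control2. None of the alternatives run for the set changed its direction in a comparison. The other control and both controls apply to the 12 comparisons with a control, and removal of the 3 libraries out of run to 5 comparisons. The set was not recomputed with single libraries left out.

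**Figure D3:**
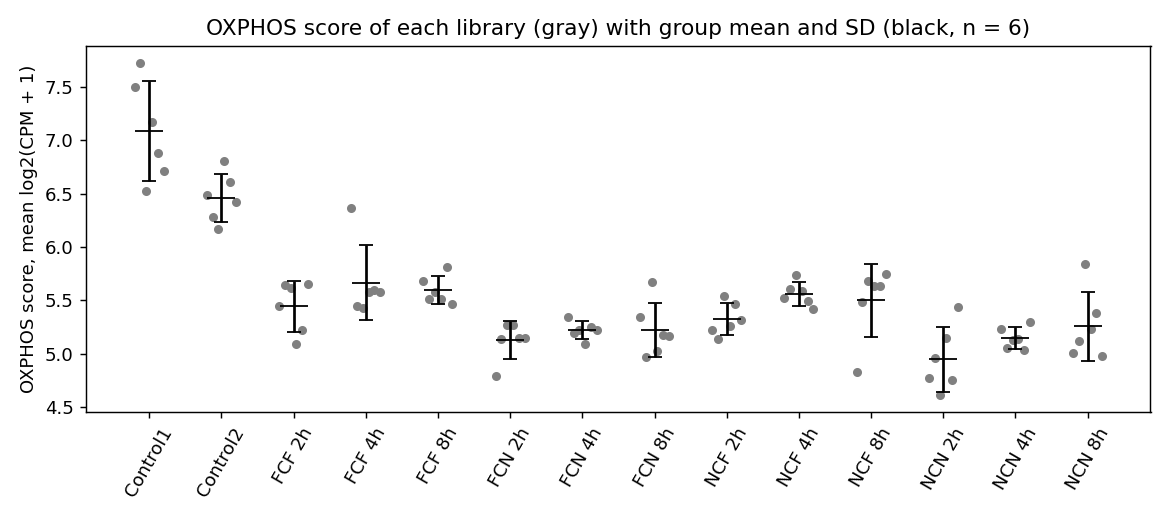
OXPHOS score, the mean log2(CPM + 1) over the transcripts of the set, in each library (gray) with the mean and SD of each group of 6 (black). Control1 (7.09) and Control2 (6.46) have the highest group means, and the challenged groups lie between 4.95 and 5.67.

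Of a list of 24 genes taken from those that the study names, 14, 11 and 18 were DEGs in FCF at 2, 4 and 8 HPC (15, 11 and 19 when adjusted over the list alone), 14, 14 and 14 in FCN (14, 14 and 14), 4, 8 and 9 in NCF (7, 8 and 11) and 11, 11 and 9 in NCN (11, 11 and 10). The genes were chosen by the study on these samples and are not independent evidence. The list lacks at least 1 gene that the study names for the stomach and holds 1, the second *il1b* copy, that it names for the intestine. Of these 137 DEG calls, 102 held without each library of the comparison in turn, and 35 were lost without at least 1 library. The alternative that moved these counts most was the smooth muscle covariate, with 0 DEGs of the list in FCF at each time.

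Among genes of the inflammatory response, interleukin 1-beta (*il1b* LOC100304697) was upregulated in FCF by 6.25 ± 1.23 (log2, SE), 4.01 ± 0.90 and 7.08 ± 1.08 at 2, 4 and 8 HPC (adjusted p 0.00228, 0.00429 and 0.000566). Without replicate 2 of FCF at 2 HPC the first value was 3.62. The level was 0.859 ± 0.292 CPM (SD) in Control1 and 71.7 ± 154, 12.8 ± 14.2 and 146 ± 182 CPM in FCF. The second copy (*il1b* LOC100304696) was upregulated by 3.13 ± 0.76 at 2 HPC and 3.74 ± 0.84 at 8 HPC (adjusted p 0.00665 and 0.00421), and by 1.74 at 2 HPC without the same replicate. Chemokine ligand 18b (*cxcl18b*) was upregulated in FCF by 2.28 ± 0.66 at 4 HPC and 3.35 ± 0.64 at 8 HPC (adjusted p 0.0167 and 0.00174), and downregulated in NCF at 4 HPC by -2.05 ± 0.51 (adjusted p 0.0138), or -1.33 without replicate 4 of Control2. Chemokine receptor 4b (*cxcr4b*) was upregulated in FCN by 3.05 ± 0.58, 1.73 ± 0.46 and 1.31 ± 0.46 at 2, 4 and 8 HPC (adjusted p 0.000781, 0.00832 and 0.034). At 8 HPC the call was lost without replicate 1, 2 or 4 of Control1 (1.13, 1.15 and 1.11) or replicate 1, 2, 5 or 6 of FCN (1.27, 1.31, 1.19 and 1.35). In contrast, its mean over the 3 times against Control2 was -0.12. Chemokine ligand 14 (*cxcl14*) was upregulated in NCN by 2.15 ± 0.52, 2.33 ± 0.44 and 3.06 ± 0.57 (adjusted p 0.00651, 0.0011 and 0.00144). TNF receptor superfamily member 14 (*tnfrsf14* LOC108265273) was downregulated in FCN by -3.13 ± 0.88, -4.40 ± 0.69 and -3.55 ± 0.68 (adjusted p 0.00954, 0.000253 and 0.00119). Member 6b (*tnfrsf6b* LOC108274553) was downregulated in NCN by -3.52 ± 0.87, -3.54 ± 0.55 and -3.19 ± 0.45 (adjusted p 0.00819, 0.00025 and 0.000255). In FCN it was downregulated by -2.06 and -2.04 at 2 and 4 HPC, and by -0.92 and -0.93, no longer called, without replicate 3 of Control1.

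Among genes of complement and cell death, BCL2 binding component 3 (*bbc3*) was upregulated in FCN by 4.22 ± 0.40 (log2, SE), 3.71 ± 0.34 and 4.18 ± 0.62 (adjusted p 5.43e-06, 1.52e-05 and 0.000194) and in NCN by 4.53 ± 0.45, 4.68 ± 0.52 and 4.24 ± 0.53 (adjusted p 5.04e-05, 2.39e-05 and 0.00011), with no overlap between challenged and control libraries. Defender against cell death 1 (*dad1*) was downregulated in FCN by -3.76 ± 0.18, -3.40 ± 0.27 and -3.68 ± 0.23 (adjusted p 2.14e-07, 9.99e-06 and 5.57e-06) and in NCN by -2.39 ± 0.25, -2.46 ± 0.24 and -2.30 ± 0.28 (adjusted p 5.49e-05, 8.33e-06 and 9.15e-05), also with no overlap. Fed fish changed in the same direction. *bbc3* was higher in NCF (2.4, 2.11 and 2.82) and in FCF (2.7, 1.2 and 2.79, not called at 4 HPC). *dad1* was lower in FCF (-2.26, -2.32 and -2.19) and in NCF (-1.22, -1.04 and -0.53, not called at 8 HPC). In NCF the calls of *bbc3* at 2 HPC and of *dad1* at 2 and 4 HPC were lost without single libraries. Complement component 7b (*c7b*) was upregulated at 8 HPC by 3.78 ± 0.58 in FCF, 4.49 ± 0.48 in FCN and 5.24 ± 1.17 in NCN (adjusted p 0.000538, 2.69e-05 and 0.00561). The value in NCN was 3.80 without replicate 2 of NCN, which had 381 CPM. In NCF at 8 HPC it was upregulated by 9.38 ± 2.46 (adjusted p 0.0267), and by 2.98 (adjusted p 0.0145) without replicate 1 of NCF, which had 3110 CPM. The call was lost without replicate 1, 3, 4 or 5 of Control2 (log2 fold changes 9.10, 9.15, 9.34 and 9.42). The value of *c3* LOC108258708 in the same group was 6.92 ± 1.99 (adjusted p 0.0364), and 1.56 (adjusted p 0.0664) without that replicate. This call was also lost without replicate 1, 2, 3, 4, 5 or 6 of Control2 (6.80, 6.73, 6.98, 7.06, 6.91 and 6.98). In FCF at 8 HPC *c3* was upregulated by 3.47, and by 1.94 without replicate 1 of FCF, whereas its mean over the 3 times in FCF against Control2 was -0.24. The PD-1 ligand *pd-1l* (LOC108274861) was downregulated in FCF by -3.19, -4.04 and -3.28, and by -1.91 (not called) at 2 HPC and -2.13 at 8 HPC without replicate 5 of Control1. The call at 2 HPC was also lost without replicate 3 or 6 of FCF (-3.16 and -2.96). The size of this difference depends on the control. Mean levels of *pd-1l* were 10.8 CPM in Control1, 1.81 CPM in Control2 and 0.856, 0.536 and 1.07 CPM in FCF. In NCN its mean log2 fold change over the 3 times was 0.19 against Control2 and -2.43 against Control1.

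The direction of several genes of this list depended on the control or the model. The DFFA-like effector gene *cideb* was downregulated in FCF by -5.39 ± 1.05, -5.39 ± 0.98 and -4.97 ± 0.97 (log2, SE; adjusted p 0.00217, 0.00131 and 0.00194), from 186 ± 103 CPM (SD) in Control1, and with the intestinal covariate its mean was 2.49. In NCN it was upregulated by 2.32 ± 0.78, 2.62 ± 0.86 and 2.89 ± 0.92 (adjusted p 0.0361, 0.0305 and 0.0318), from 5.22 ± 2.79 CPM in Control2. Without replicate 6 at 2 HPC, replicate 2 at 4 HPC and replicate 3 at 8 HPC of NCN, the values were 0.85, 1.04 and 0.99, and none was called. The call was also lost at each time without replicate 1, 2, 3, 5 or 6 of Control2, with values of 2.09 to 2.40, 2.38 to 2.68 and 2.66 to 2.97. Against Control1 the mean in NCN was -2.43. NADPH oxidase 1 (*nox1*) was upregulated in FCF by 2.06 ± 0.54 at 2 HPC and 2.11 ± 0.58 at 8 HPC (adjusted p 0.0098 and 0.0116), from 13.5 ± 8.13 CPM in Control1. It was downregulated in NCN by -1.92 ± 0.36, -2.02 ± 0.35 and -2.32 ± 0.37 (adjusted p 0.00117, 0.00056 and 0.000579), from 168 ± 103 CPM in Control2. Against the other control, the mean of *nox1* was -1.60 in FCF, -2.17 in FCN, 2.06 in NCF and 1.25 in NCN.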

Values the study reported

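For the stomach, the study reported 3121, 3332 and 3207 DEGs in FCF at 2, 4 and 8 HPC, and 200, 1252 and 1195 in NCF. For unfed fish it reported 4413, 3938 and 3709 DEGs in FCN and 2618, 2792 and 2443 in NCN. The DEGs found at all 3 times were reported as 1997 in FCF, 80 in NCF, 2687 in FCN and 1605 in NCN.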

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

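Single libraries far from the other 5 of their group in total counts, number of detected transcripts, OXPHOS score, intestinal score or liver score were identified with Dixon's ratio (the gap to the nearest library over the range of the group; compared with its 95% critical value for 6 libraries). Over 70 groups of values tested, chance passes about 1 in 20, and 15 values from 13 libraries passed. Of the tests below, those of the 12 libraries apart on the first principal component and of liver tissue in NCF at 8 HPC were chosen after the result was seen, whereas the test of label numbers was written before.

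The widest set of such values concerned the intestinal score. In Control1, replicate 3 had 1.637 against at least 8.974 in the other 5 libraries (ratio 0.945). In 5 groups of unfed fish, 1 library was far above the others: replicate 2 of FCN at 2 HPC (7.138 against at most 1.938; ratio 0.861), replicate 1 of FCN at 4 HPC (8.648 against 1.441; 0.95), replicate 6 of NCN at 2 HPC (8.677 against 1.539; 0.955), replicate 2 of NCN at 4 HPC (8.977 against 2.424; 0.818) and replicate 3 of NCN at 8 HPC (9.404 against 1.772; 0.924). In FCN at 8 HPC 2 libraries were high (9.223 and 7.932), a pattern that the ratio does not detect. Replicate 3 of NCF at 8 HPC also passed (ratio 0.64), but its score of 1.786, against 1.366 in the next library, lay within the range of the 72 libraries without high intestinal transcripts (0.654 to 2.501).

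These libraries are the 12 that the first principal component set apart, and several explanations were tested. Library depth is argued against, since 2 of the 12 were among the 12 deepest libraries and 2 among the 12 shallowest. Fin clipping is argued against as well, since 3 of the 12 came from fish that were not clipped and replicate 3 of Control1 was not among them. The 4 transcripts of the exocrine pancreas list did not separate them either, with 6 of the 12 among the 12 highest pancreas scores. For intestinal tissue, all 12 were the 12 highest intestinal scores (7.138 to 9.404), and the most abundant genes of the list rose together, as given in the report. The list was fixed before the counts were opened, shares no symbol with the other lists or the study's genes, and 8 of its transcripts were counted. Of these, *fabp2* was also present in the 72 libraries (8.05 to 339 CPM, against 289 to 1460 CPM in the 12). A candidate explanation is therefore intestinal tissue in these libraries. In the 5 Control1 libraries, *pepa* was at 111 CPM or below, while in the other 7 it was at 397 CPM or above, so that they may differ in how much stomach tissue they held. Whether a swap of samples, the place of dissection or a mixture of tissues is behind it was not tested, and these stay open. None of the 36 libraries of fed challenged fish was among the 12 and 7 of the 36 of unfed challenged fish were. A lack of feeding is argued against for the 5 Control1 libraries. Control1 was labelled as fed, and these 5 measured 1640 to 6730 CPM of *slc15a1b*. For the 7 libraries of unfed fish, a biological effect of feeding on these transcripts stays open, as untested. The other libraries of unfed challenged fish lay among the 72, at 63.5 CPM or below.

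Replicate 1 of NCF at 8 HPC was far above the other 5 libraries in the liver score (11.061 against at most 1.954; ratio 0.907) and far below them in the OXPHOS score (4.824 against at least 5.489; ratio 0.722). Its *c3* LOC108258708 was at 7670 CPM and its *c7b* at 3110 CPM, against 10.8 to 106 and 5.94 to 23.5 CPM in the other 5. The liver list, which holds neither gene and was fixed before the counts were opened, scored 9.11 above the next library. The most abundant genes of the list in this library were *fga* (9454 CPM), *fgg* (8908 CPM), *fgb* (8134 CPM) and *ahsg1* (4206 CPM), against at most 62.7 CPM in the other 5. Pancreas transcripts were high as well (*prss1* 40856 CPM, *cpb1* 27249 CPM), and *acta2* (4947 CPM) was the lowest of all 84 libraries. A candidate explanation is that liver and pancreas tissue was in this library. A response of the stomach in a single fish stays open, as untested. The values of *c3* and *c7b* without this library (1.56 and 2.98) are given in the report.

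The OXPHOS score passed in 2 further libraries. Replicate 1 of FCF at 4 HPC was above the other 5 (6.365 against at most 5.595; ratio 0.824) and was the deepest library of all, with 99.3 M counts. Replicate 1 of FCN at 2 HPC was below the other 5 (4.791 against at least 5.139; ratio 0.722). The latter is 1 of 3 libraries whose label numbers lie outside the run of their group, together with replicate 1 of FCF at 2 HPC and replicate 1 of NCF at 4 HPC. A wrong label was tested by distance: 0 of the 3 libraries lay nearer to the group in whose run the number falls than to the other 5 of their own group. The mean distances to the own and the other group were 110.1 and 120.1 for FCF, 114.7 and 122.0 for FCN, and 80.2 and 108.3 for NCF. The 3 would form a cycle of exchanged labels between FCF at 2 HPC, FCN at 2 HPC and NCF at 4 HPC. Since only 17 of the 72 challenged libraries lay nearest to their own group, the distance test cannot tell a wrong label from a right one. No biological explanation was tested for these scores.

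Total counts were far above those of the other 5 libraries in replicate 3 of FCF at 8 HPC (83.7 M against at most 34.4; ratio 0.866), replicate 3 of NCF at 4 HPC (71.2 against 41.4; ratio 0.631) and replicate 6 of NCN at 4 HPC (77.0 against 29.5; ratio 0.908). In the first of these the number of transcripts with at least 1 count was also higher (16517 against at most 13580; ratio 0.72). The labels give no batch, and no explanation, technical or biological, was tested for the totals.

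The effect of feeding at 2 HPC differed between clipped and not clipped fish in the interaction test for *LOC108260692* (-3.77 ± 0.63, log2, SE; adjusted p 0.0355) and *rsrp1* (-2.93 ± 0.51; adjusted p 0.0373). Of 100 splits of the libraries, 3 gave at least as many DEGs (up to 944), a share that is not adjusted for the 32 counts tested in this way, and chance is not firmly excluded for the count of 2. Without the 3 libraries with label numbers out of run the count was 0 with edgeR (1019 transcripts at an unadjusted p under 0.05; DESeq2, with those libraries, called 80), and it was also 0 with the replicate block and with the smooth muscle covariate (918 and 1230 at an unadjusted p under 0.05). The genes are thus candidates, and the effect of clipping on feeding remains a hypothesis from this test.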

How the results depend on the processing

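Each result was recomputed under the alternatives listed under processing, of which the 2 covariates and the omission of single challenged libraries were chosen after seeing the data. Counts of DEGs stayed within 1.5 times of the reported ones in 387 cases and did not in 93, counts shared by 3 times in 50 and not in 21, and counts of the study's genes in 109 and not in 26. The OXPHOS set was not recomputed with single libraries left out. In each case that was run, its median kept its direction, and it kept its side of the camera threshold under each alternative with a set test. Under DESeq2, which gave medians without a set test, 17 medians moved by less than the SD of the score between libraries and 1 by more. Means of the study's genes changed sign in 12 cases in which they were DEGs at all 3 times in at least 1 of the 2 settings, lost their call in 66, gained it in 26 and kept their side of the threshold in 928, of which 59 changed sign without a call at all 3 times. Named transcripts stayed DEGs in 219 cases and did not in 44. Of the latter, 10 were with the intestinal covariate, 8 against the other control, 7 with the smooth muscle covariate, 6 with the replicate block, 6 against both controls, 3 without a filter, 2 in the single model, 1 with sums per gene and 1 without the libraries out of run. With RLE no count left the range of 1.5 times. RLE shifted the median of all transcripts by at most 0.084 (log2), and TMM left medians of up to 0.152 (NCN against NCF at 2 HPC).

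With the intestinal covariate, FCF had 34, 137 and 161 DEGs against Control1 at 2, 4 and 8 HPC, and the controls differed by 0 with edgeR (1144 transcripts at an unadjusted p under 0.05; DESeq2, without the covariate, called 2408). FCF against NCF at 2 HPC had 3 DEGs, NCN at 8 against 2 HPC 299 and NCN against NCF at 8 HPC 559. Shared DEGs were 14 in FCF, 1758 in FCN and 46 in NCF. Of the study's genes, 1, 1 and 1 were DEGs in FCF, 6 in FCN at 2 HPC and 1 in NCF at 2 HPC, and the mean of *cideb* in FCF reversed to 2.49. In comparisons of FCF or Control2 with Control1 the score coincides with the group except for replicate 3 of Control1. The effect of the group is then estimated with little information, and calls can be lost whatever the cause. In FCF against Control1 the medians of the OXPHOS set hardly moved (-1.51, -1.29 and -1.67).

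With the smooth muscle covariate, FCF had 1, 1 and 95 DEGs, FCN 1478, 1566 and 2327, and NCF 17 at 2 HPC and 599 at 4 HPC. The controls differed by 1129, FCN and FCF by 306 at 4 HPC and 341 at 8 HPC, and FCF and NCF at 2 HPC by 0 with edgeR (1259 at an unadjusted p under 0.05; DESeq2, without the covariate, 589). The change over time gave 238 DEGs in FCN and 158 in NCN, and the interaction at 2 HPC 0 (1230; DESeq2 80). Shared DEGs were 0 in FCF, 894 in FCN and 6 in NCF. Of the study's genes 0, 0 and 0 were DEGs in FCF, 4 and 8 in FCN at 2 and 4 HPC, 1 and 4 in NCF, and 7 in NCN at 2 HPC. Smooth muscle scores were 6.88 to 9.62 in Control1 and 10.39 to 11.01 in FCF at 2 HPC, so that this covariate also nearly coincides with the group there.

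The replicate block gave 0 DEGs between FCF and NCF at 2 HPC (1509 at an unadjusted p under 0.05; DESeq2, without the block, 589) and 1 at 4 HPC. With the replicate block, FCN and FCF differed by 482 at 4 HPC and 65 at 8 HPC, and NCN and NCF by 54 at 8 HPC. NCF at 2 HPC had 30, and the change over time was 247 in FCN, 169 in NCF and 3 in NCN. The interaction with the replicate block gave 0 at 2 HPC (918; DESeq2 80) and 1 at 4 HPC. Shared DEGs in NCF were 9, and 0 and 4 of the study's genes were DEGs in NCF at 2 and 8 HPC. The replicate numbers do not pair the fish: in 0 of 29 comparisons were all 6 correlations between libraries of the same number above 0.1 (-0.8 to 0.89).

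Against the other control, FCF had 1463, 1590 and 1320 DEGs, NCF 3178, 3412 and 3398 and NCN 4135 at 2 HPC. Shared DEGs were 587 in FCF, 1681 in FCN, 1959 in NCF and 2703 in NCN. Of the study's genes, 8 and 6 were DEGs in FCF at 2 and 8 HPC, and 11, 17 and 17 in NCF. Means over the 3 times reversed for *arel1* (0.034 in FCF, -1.25 in NCF), *cideb* (2.62 in FCN, -4.29 in NCF, -2.43 in NCN), *nox1* (-2.17 in FCN, 2.06 in NCF, 1.25 in NCN), *cxcr4b* (-0.12 in FCN) and *c3* LOC108258708 (-0.54 in FCN). In FCF, where these were not DEGs at all 3 times in either setting, the means of *nox1* (-1.60), *cxcr4b* (-0.46) and *c3* (-0.24) changed sign too. Against both controls, *cideb* in NCN reversed to -1.50. FCF then had 2111 and 2072 DEGs at 4 and 8 HPC and NCF 1149 at 2 HPC, with 1064 shared in FCF and 537 in NCF, and 9, 9 and 7 of the study's genes in FCF at 2 and 8 HPC and FCN at 4 HPC. *LOC108280792* in FCF and *hspb9l* in NCN gave no value at all 3 times against the other control.

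With DESeq2, FCF and NCF differed by 589, 500 and 344 transcripts at 2, 4 and 8 HPC, FCN and NCN by 15 at 2 HPC and 1 at 8 HPC, FCN and FCF by 1314 and NCN and NCF by 662 at 8 HPC. NCF at 2 HPC had 699. Changes over time were 66 in FCF, 1108 in FCN, 965 in NCF and 364 in NCN, and the interaction gave 80, 86 and 50. NCF had 292 shared, and 8 of the study's genes at 2 HPC. The OXPHOS median of FCN at 4 HPC was -2.08. DESeq2 gave 7.5% to 22.7% false calls in 4 simulations, against 0% to 8.57% with edgeR in 32.

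In the single model of 84 libraries, the controls differed by 3582 DEGs and FCF from Control1 by 4767 at 2 HPC. NCF had 843 at 2 HPC and 1851 at 8 HPC. FCF and NCF differed by 433, 112 and 321, and FCN and FCF by 1319 and NCN and NCF by 645 at 8 HPC. The change over time was 44 in FCF, 989 in NCF and 162 in NCN, and the interaction gave 11 at 2 HPC and 78 at 8 HPC. Shared DEGs were 3086 in FCF and 369 in NCF, and 4 of the study's genes were DEGs in NCF at 4 HPC.

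Without a filter, FCF and NCF differed by 13 at 4 HPC, FCN and FCF by 446 at 8 HPC, NCN over time by 44, the interaction gave 4 and 1 at 2 and 4 HPC, and 5 of the study's genes were DEGs in NCF at 8 HPC. Without the fold change minimum, FCN changed over time by 994, and unfed and fed fish differed by 2561 (FCN at 2 HPC) and 1497 (NCN at 4 HPC). Counts summed per gene gave an interaction of 1 at 2 HPC. Without the 3 libraries with label numbers out of run, FCF and NCF differed by 17 at 2 HPC and the interaction at 2 HPC was 0 with edgeR (1019 at an unadjusted p under 0.05; DESeq2, with those libraries, 80), with fewer samples. For these settings and those above where no reason is given, the cause was not tested.

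With single libraries left out, counts ranged from 65 to 747 for NCF at 2 HPC, from 788 (without replicate 4 of Control2) to 1293 for NCF at 8 HPC, and from 1308 to 3041 (without replicate 3 of Control1) for the controls. For NCF at 2 HPC they were 114, 130 and 90 without replicates 4, 5 and 6 of Control2 and 68, 65, 747, 114 and 132 without replicates 1, 2, 3, 4 and 5 of NCF. Shared DEGs ranged from 1519 to 3130 (without replicate 3 of Control1) in FCF and from 32 to 77 in NCF (49, 32, 45 and 33 without replicates 3, 4, 5 and 6 of Control2). What depth limits was not separated from the spread between fish. In simulations at the real depth and spread, edgeR recovered 29% to 68% of transcripts changed 4-fold, so that a count of 0 does not show that no transcript changed.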

Other observations

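Of the tests in this part, the comparison of the calls of clipped and not clipped fish against either control was written before the result was seen. The tests of the intestinal list in the OXPHOS set, in feeding and in *cideb*, the first test of the smooth muscle list, and the counts of other splits were chosen after. The 2 further smooth muscle tests were written before their own values but after the list was seen to be higher in challenged fish.

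Fin clipped fish gave more DEGs against their control than fish that were not clipped, and the difference between the 2 controls was tested as the cause. Against Control1 for all groups the ratio of clipped to not clipped was 1.01, against Control2 1.23 and against both 1.14, compared with 2.07 against the matched controls. These ratios pool fed and unfed fish. Against Control2, FCF kept more DEGs than NCF at each time (1463, 1590 and 1320 against 200, 1258 and 1198). The ratios therefore do not show that the controls explain the whole excess. The direct comparisons of clipping gave 43, 0 and 0 DEGs with edgeR for FCF against NCF (2115 and 1579 transcripts at an unadjusted p under 0.05 for the last 2; DESeq2 589, 500 and 344), and 0 at each time for FCN against NCN (805, 236 and 222; DESeq2 15, 0 and 1). The ratio of 2.07 is consistent with a difference between Control1 and Control2, of which intestinal transcripts in 5 Control1 libraries are a part. Fin clipping of the mock fish stays open as a source of that difference, since each control is 1 group.

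Marker lists in Control1 against Control2 gave the following medians of log2 fold changes, with camera p adjusted over 7 lists. They were 10.25 for intestinal epithelium (7 transcripts, 7 higher; adjusted p 1.93e-05), 10.19 for exocrine pancreas (4, 4 higher; 0.179), -1.88 for neutrophil (6, 6 lower; 0.0215), -0.49 for smooth muscle (4, 3 lower; 0.266), 0.34 for liver (6, 3 higher; 0.95), 0.22 for T cell (5, 3 higher; 0.95) and -1.45 for B cell (3, 3 lower; 0.276). The red blood cell and skeletal muscle lists had 2 transcripts each, too few for a test, and the gastric gland list was void. The medians for intestine and pancreas rest on fitted values of transcripts near 0 in Control2 and are no bounds.

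The OXPHOS set was lower in challenged fish than in the control, and 4 tests of a difference in tissue were run. Intestinal tissue in Control1 is argued against as the whole cause, since the 6 medians of FCF and FCN stayed below 0 against Control2 (highest -0.7505). A larger share of smooth muscle may be part of the cause: the median of the smooth muscle list, which has 3 or 4 transcripts and among them the abundant *acta2*, was above 0 in 12 of 12 comparisons (0.565 to 2.994). With the smooth muscle score as a covariate, the median of the set stayed below its value divided by 2 in 12 of 12 comparisons (-1.97 to -0.80). This argues against smooth muscle as the whole cause only where the score does not follow the group. In FCF at 2 HPC against Control1 the score nearly coincides with the group, so the covariate cannot decide there. Within groups no correlation of the 2 scores was found, with an r of -0.065 over 84 libraries (permutation p 0.62; Spearman -0.024, p 0.84; 8 of 14 groups negative), or -0.18 without the 2 libraries farthest out. The muscle of the stomach expresses this list too, so a higher score does not point to another tissue. An effect of the challenge on these transcripts stays open, as does the time of sampling of the controls (labelled 0 h).

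More transcripts were called for feeding than for clipping, and intestinal tissue in libraries of unfed fish was tested as the cause. With the intestinal covariate, the lowest ratio of the feeding calls to those without it was 0.803 over 6 comparisons, so it is argued against as the whole cause. Feeding itself stays open.

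The higher *cideb* in NCN than in Control2 was tested for a dependence on the 1 library of each time with high intestinal transcripts. Without it the log2 fold change was at most 1.04 and was called at none of the 3 times, compared with 2.32, 2.62 and 2.89 with it. The call was also lost without 5 of the 6 Control2 libraries in turn, but there the value stayed between 2.09 and 2.97, so that the size and not the lost call sets this library apart. Intestinal tissue in these libraries is a candidate explanation. A response of single fish stays open, as untested.

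For each result of a fit over all transcripts, 100 splits of the same libraries into groups of the same sizes, the real one included, were tested for a result as large. At a share under 0.05, not adjusted over the results, chance can be excluded for 22 of 32 counts of DEGs (1 split in 21 of them, and 2 for NCN at 8 against 2 HPC). The interaction at 2 HPC (3 splits for a count of 2) and FCF against NCF at 2 HPC (2 splits for a count of 43) also lie under this share. As both counts were 0 with edgeR under the replicate block and the smooth muscle covariate (918 and 1230, and 1509 and 1259 transcripts at an unadjusted p under 0.05, against 80 and 589 DESeq2 calls without them), chance is not firmly excluded. It can be excluded for the 4 counts of shared DEGs (1 split each). For the 12 counts of the study's genes (1 split each) the splits decide nothing, since the study picked the genes from these samples. Chance cannot be excluded for the 8 counts of 0, which 100 of 100 splits reach by construction. Some other splits nevertheless gave many DEGs, up to 3686 for FCN at 4 HPC against Control1, 2560 for FCF at 4 HPC, 2102 for FCN at 2 HPC, 1543 for the controls and 507 for FCF against NCF at 8 HPC. For the OXPHOS set, chance can be excluded by camera p for FCF at 8 HPC and FCN at 2, 4 and 8 HPC against the control (1 split each), and cannot for the other 14 comparisons. These had 5 and 12 splits in FCF at 2 and 4 HPC, 5, 5 and 9 in NCF, 5, 11 and 10 in NCN, 9, 14 and 17 in FCN against FCF, and 47, 16 and 5 in NCN against NCF. By the size of the median, a measure added later, chance can be excluded for 16 of 18 (1 to 3 splits), and cannot for FCN against FCF at 8 HPC (5 splits) and NCN against NCF at 2 HPC (10 splits). The evidence from these splits is thus weaker than the camera p at the preset correlation.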
